A study of Mus musculus with 2 samples. Its data were reported in "Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size" (2022).

How the data were processed

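By their labels the samples were bone marrow stromal and bone surface cells, sorted by the study as negative for CD45, Ter119, lineage markers, CD31, CD144 and CD71. Chromium Single Cell 3' v3 libraries were made from 1 Flk2-cre+ Cxcr4fl/fl (cKO) and 1 littermate Flk2-cre+ Cxcr4fl/+ (CTL) sample. The authors deposited raw UMI counts per gene and called cell barcode, with reads aligned to mm10. The labels give Cell Ranger 4.0, while the file headers give version 3.1.0. Of 31053 gene identifiers, 31011 were found in the GENCODE M21 annotation, from which positions and transcript lengths were taken.

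Cells with 200 to 6000 detected genes and at most 20% mitochondrial UMIs were kept, the limits the study states. The libraries held 39850381 (CTL) and 25176459 (cKO) UMIs, and the median depth of passing cells was 5648.5 and 2794 UMIs. Both libraries were clustered together with scanpy 1.11.5 in Python 3.11.15, on 2000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 1.0, with no batch correction. Mitochondrial and ribosomal protein genes, HSC regulators, growth factors, chemokines, Y-linked genes, Xist and Cxcr4 were left out of clustering. Clusters were named from markers written down before the data were examined, each name ending in "-like". The scoring rule, its thresholds and the mixed class were set after the clusters had been seen, through 3 versions. These revisions changed no niche class or its cell count. A cluster was called mixed when it scored as both a niche and a hematopoietic class. EC-like cells are the sinusoidal and arteriolar EC-like clusters, and osteolineage-like cells the OLC-like and osteoblast-like clusters. The study removed cells that expressed a list of hematopoietic contaminant genes without stating a threshold, so hematopoietic-like clusters were left out as a whole, and leaving out any cell with a UMI of the list was an alternative. Gmza and Gmzb, as 2 genes of that list are spelled in the study, were read as Gzma and Gzmb.

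Doublets were sought with Scrublet in each library, which called 2 cells in each (0.0328% and 0.0273%) and so did not work as a caller. No cells were removed as doublets in the values reported, and removal of the top 5% of scores per library was added as an alternative.

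UMIs were summed per class and library and divided by the class total without mitochondrial and ribosomal protein genes (CPM). CPM values have exact Poisson intervals, shares have exact Clopper-Pearson intervals, ratios of sums have exact conditional binomial intervals, and ratios of shares have Katz log intervals, which are approximate. All are 95% intervals and cover counting error only. Totals per class ran from 968242 UMIs (Lepr-MSPC-like, cKO) to 3619668 (osteolineage-like, cKO) among the niche classes compared. With 1 library per group no test between groups was made. A count of 3 gave the floor, which was 1.69 CPM (CTL) and 3.10 CPM (cKO) in Lepr-MSPC-like cells. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs.

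Gene lists were fixed before the data were examined. The 21 lists compared cover HSC regulators named by the study, hematopoietic growth factors, chemokines, adhesion and Notch ligands, the adipogenic and osteogenic programs, osteoclast regulators, extracellular matrix, IGF and IGF-binding, immediate early, heat shock, interferon response, antigen presentation, translation factors, nuclear oxidative phosphorylation, glycolysis and hypoxia, unfolded protein response, retinol, iron and lipid carriers, MSPC-osteolineage transcription factors, endothelial signalling, and contractile and cytoskeleton. Further lists hold Y-linked genes and Xist, Cxcr4, the study's contaminant genes and free hematopoietic RNA. A list's value is the median log2 ratio of members with at least 50 UMIs over both libraries in the class, with its percentile among 10000 random lists matched in 10 bins of expression. The spread is the SD of log2 ratios over genes with at least 200 UMIs.

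Named genes followed a rule written before the data were examined. It takes the HSC regulators, Cxcr4, Igfbp2 and Igf2bp2, the members of each described list with the most UMIs, and, per niche class, the 8 genes higher and the 8 lower in the library labelled cKO whose interval lies farthest from 0. That last part uses genes with at least 200 UMIs and leaves out mitochondrial and ribosomal protein genes, unnamed gene models, immunoglobulin, hemoglobin, Y-linked and free hematopoietic RNA genes. Which of the 4 members with the most UMIs are printed for a list was chosen after their values were seen. Outside this rule, Fosb, the genes of the mixed cluster and the other classes printed beside a named gene were chosen after their values were seen.

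The alternatives were other clustering resolutions (0.5 and 2.0), a mitochondrial limit of 10%, at least 1000 UMIs per cell, clustering of each library on its own, CPM of all UMIs, TMM factors of edgeR 4.0.16, size factors of DESeq2 1.42.0 (R 4.3.3), means over cells and other UMI minimums. Added after the data were seen were the doublet score removal, other uses of the mixed cluster, equal weights for subclasses, and ratios relative to the class median or to the same gene in megakaryocyte-like cells. Transcript ends of 400 nt were searched against pseudogene transcripts with blastn 2.17.0+, at 95% identity over at least 90 nt.

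The ratio and its interval were tested on simulated data for the comparison of cKO over CTL, with Poisson counts at the real means and totals and 200 genes changed up or down by 1.5, 2 or 4-fold. In Lepr-MSPC-like cells (2786 genes) the interval held the true ratio for 94.8% of unchanged genes and for 95.6%, 96.8% and 97.1% of genes changed 1.5, 2 and 4-fold. In EC-like cells (3560 genes) these shares were 95.2%, 95.8%, 95.4% and 93.7%. In osteolineage-like cells (3881 genes) they were 95.5%, 93.2%, 92.4% and 95.0%. The interval left out 0 in the true direction for 97.1%, 95.8% and 95.9% of genes changed 1.5-fold in the 3 classes and for 100% of genes changed 2 or 4-fold. Of 100 simulated lists of 20 genes raised 1.5-fold, 100% lay above percentile 97.5 in each class, and of unchanged lists 2%, 8% and 4% lay outside the central 95% in Lepr-MSPC-like (7682 genes), EC-like (8188 genes) and osteolineage-like cells (8522 genes). These simulations were written after the first comparison had been run and led to no change in it. Their counts were drawn from the Poisson model that the interval assumes, so the share of intervals that held the true ratio was largely set beforehand. Variation between cells and genes that vary together were not simulated, and neither the intervals nor the list percentiles cover them.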

Results

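Single-cell RNA sequencing was done on cells of mouse bone marrow and bone surface that had been sorted to leave out hematopoietic cells. There were 2 libraries, with 1 library per group, from C57BL/6 mice aged 6.5 weeks. By its label the library called cKO came from a Flk2-cre+ Cxcr4fl/fl mouse, a genotype in which Cre is meant to delete Cxcr4 in hematopoietic progenitors and their progeny. By its label the library called CTL came from a littermate Flk2-cre+ Cxcr4fl/+ mouse. The library labelled CTL held 6413 barcodes and 39850381 UMIs, with a median of 5536 UMIs and 2054 genes per barcode. The library labelled cKO held 7614 barcodes and 25176459 UMIs, with medians of 2765 UMIs and 1210 genes. The limits stated by the study left 6092 cells of the former and 7335 of the latter. With 1 library per group there was no test between groups, and all intervals are 95% intervals that cover counting error only, not differences between mice. All ratios are of the library labelled cKO over the library labelled CTL.

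Most cells that passed were hematopoietic-like in spite of the sort. Hematopoietic-like clusters held 4540 cells, or 74.5% (Clopper-Pearson interval 73.4 to 75.6), of the library labelled CTL. They held 4631 cells, or 63.1% (62.0 to 64.2), of the library labelled cKO. They included 2137 and 545 erythroid-like, 578 and 863 B lineage-like, 496 and 746 megakaryocyte-like, 442 and 222 neutrophil or precursor-like, and 32 and 34 monocyte or macrophage-like cells. A further 855 and 2221 hematopoietic cells were left unnamed. Most erythroid-like cells of the library labelled CTL lay in 1 cluster (2058 and 438 cells) and many unnamed cells of the library labelled cKO in another (255 and 1563 cells). These clusters divide mainly by library, so their sizes are not read as a change of cell type. Non-hematopoietic cells, called niche cells here, numbered 1421 (23.3%) and 2495 (34.0%). A mixed cluster of 131 and 209 cells, with RNA of both Lepr-MSPC and hematopoietic cells, was kept apart.

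The first comparison asks whether the make-up of the niche differed between the genotypes. Among niche cells, the library labelled cKO held a lower share of Lepr-MSPC-like cells, the perivascular mesenchymal stem and progenitor cells that express the leptin receptor. It held higher shares of sinusoidal EC-like cells, of osteolineage-like cells and of fibroblast-like cells. The Lepr-MSPC-like share was 37.9% (35.4 to 40.5) in the library labelled CTL and 24.1% (22.5 to 25.9) in the library labelled cKO, a ratio of 0.636 (Katz log interval 0.578 to 0.700). Endothelial (EC-like) cells made up 34.7% (32.2 to 37.2) and 40.2% (38.2 to 42.1). Within them the sinusoidal EC-like share of niche cells was 13.0% and 19.8%, a ratio of 1.52, and the arteriolar EC-like share was 21.7% and 20.4%, a ratio of 0.941. Osteolineage-like cells made up 23% (20.8 to 25.3) and 29.6% (27.8 to 31.5), of which OLC-like cells (osteolineage cells led by Postn, Wif1 and Mmp13) were 11.3% and 13.9% of niche cells and osteoblast-like cells 11.7% and 15.7%. The fibroblast-like share was 0.985% (14 cells) and 4.05% (101 cells), of which 6 and 12 cells had a UMI of Rgs5, a gene of pericytes, and none of Clec3b, and the chondrocyte-like share 3.38% (48 cells) and 2.04% (51 cells). The sort, which by its label also left out CD31+ and CD144+ cells, which include endothelial cells, can set these shares. With each library clustered on its own, the log2 ratio of the Lepr-MSPC-like share moved from -0.65 to -0.26. The log2 ratios of the EC-like and osteolineage-like shares also became smaller, as given in the part on processing.

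**Figure D1:**
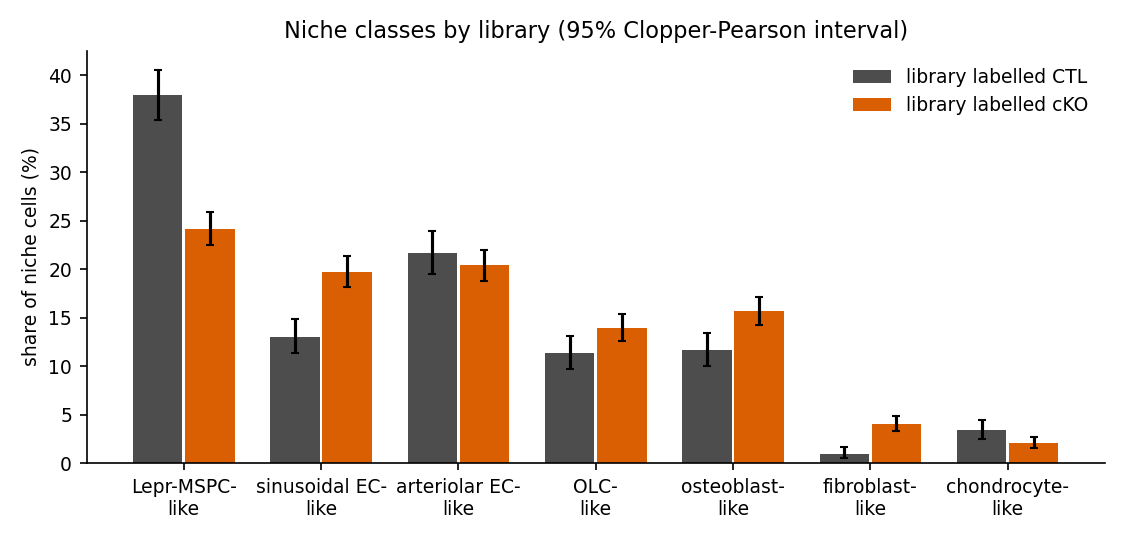
Share of niche cells in each class (%, vertical axis) for the libraries labelled CTL (grey) and cKO (orange), with 1 library per bar and 95% Clopper-Pearson intervals. The Lepr-MSPC-like share is 37.9% in the library labelled CTL and 24.1% in the library labelled cKO.

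The next comparison asks how far the targeted gene was reduced. Cxcr4 (ENSMUSG00000045382, mm10 chromosome 1, 128588199 to 128592293, minus strand) encodes the receptor for Cxcl12. Its level in CPM (UMIs scaled to the total of the class) was higher, not lower, in hematopoietic-like cells of the library labelled cKO. In B lineage-like cells, 606 UMIs in the library labelled CTL gave 494 CPM (Poisson interval 455 to 535) and 1808 UMIs in the library labelled cKO gave 1602 CPM (1529 to 1678). The log2 ratio was 1.70 (conditional binomial interval 1.56 to 1.83). Within the B lineage-like clusters it was 1.80 (1.64 to 1.97) in the one led by Iglc1 and Ly6d and 1.29 (1.02 to 1.56) in the one led by Igll1 and Vpreb1. The log2 ratio was 0.77 (0.11 to 1.44) in megakaryocyte-like, 0.72 (0.34 to 1.09) in neutrophil or precursor-like and 0.40 (-0.05 to 0.82) in erythroid-like cells. Single clusters of the last 2 classes gave log2 ratios of 0.59 (-0.076 to 1.21), -0.099 (-0.97 to 0.79) and 0.59 (-0.25 to 1.48) in the neutrophil or precursor-like clusters led by Dntt, Retnlg and Camp, and 0.60 (0.086 to 1.08) and -0.43 (-1.55 to 0.66) in the erythroid-like clusters led by Car1 and Hbb-bt. Unnamed hematopoietic cells had a log2 ratio of 0.44 (0.12 to 0.77). Their clusters led by Rec114, Prss34 and Mki67 had 1.48 (0.74 to 2.32), 0.073 (-0.46 to 0.59) and -0.32 (-1.51 to 0.77). In EC-like cells, which the Cre should not target, Cxcr4 had 45 and 102 UMIs and a log2 ratio of 1.16 (0.64 to 1.70). In Lepr-MSPC-like cells it had 13 UMIs in each library, or 7.33 and 13.4 CPM, a log2 ratio of 0.87 (-0.35 to 2.10). In osteolineage-like cells it had 4 and 13 UMIs and a log2 ratio of 1.40 (-0.30 to 3.47). Cxcr4 UMIs were found in 53.6% of B lineage-like cells of the library labelled CTL and 73.0% of those of the library labelled cKO, at median depths of 1653.5 and 1047 UMIs. After each cell was thinned to 1000 UMIs, which left out 22 and 423 shallower cells, these shares were 32.0% (28.2 to 36.1) and 65.2% (60.6 to 69.7). The thinned shares in Lepr-MSPC-like cells, taken as background, were 0.578% and 1.14%, at median depths before thinning of 3359 and 1634.5 UMIs. The gene has 2 exons, the files do not say which part was deleted, and 3' tags outside the deleted part would still be counted, which by itself gives no rise. The labels are used below as given.

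**Figure D2:**
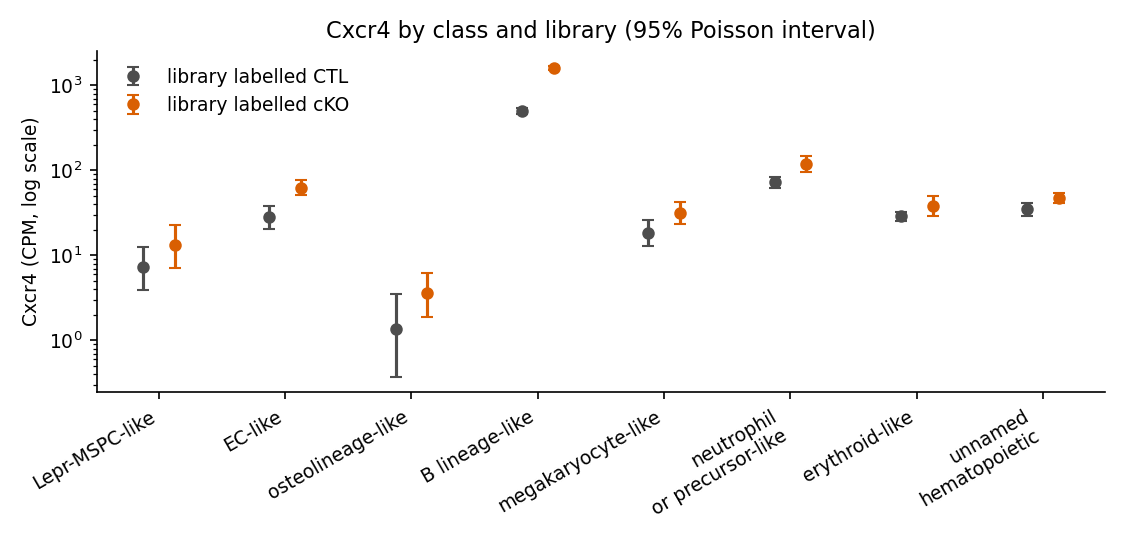
Cxcr4 in CPM (vertical axis, log scale) by class for the libraries labelled CTL (grey) and cKO (orange), with 95% Poisson intervals and 1 library per point. B lineage-like cells have 494 CPM in the library labelled CTL and 1602 CPM in the library labelled cKO.

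The main comparison asks whether niche cells expressed different amounts of the factors that hold hematopoietic stem cells, here 5 HSC regulators named by the study. In Lepr-MSPC-like cells the abundant regulators lay close to a ratio of 1. Kitl, which encodes stem cell factor, was at 1703 CPM in the library labelled CTL and 1666 CPM in the library labelled cKO, a log2 ratio of -0.031 (-0.12 to 0.056). Cxcl12, the ligand of Cxcr4, was at 30042 and 27867 CPM, with a log2 ratio of -0.11 (-0.13 to -0.087). Vcam1, an adhesion molecule, was at 1664 and 1857 CPM, with a log2 ratio of 0.16 (0.073 to 0.24). Icam1 had 61 and 29 UMIs and a log2 ratio of -0.20 (-0.89 to 0.46), and Ptn had 28 and 9 UMIs and -0.76 (-2.03 to 0.36), so a difference in either was not detectable at this depth. With each library clustered on its own, which put mixed cells into the Lepr-MSPC-like class of the library labelled cKO alone, the log2 ratios of Kitl, Cxcl12 and Vcam1 were -0.45, -0.50 and -0.25.

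In EC-like cells Kitl was lower and Vcam1 and Icam1 were higher in the library labelled cKO. The log2 ratio was -0.56 (-0.87 to -0.26) for Kitl, 0.46 (0.33 to 0.59) for Vcam1, 0.35 (0.060 to 0.65) for Icam1, -0.39 (-0.83 to 0.038) for Ptn and -0.016 (-0.15 to 0.12) for Cxcl12. Within arteriolar EC-like cells Kitl had a log2 ratio of -0.38 (-0.72 to -0.055) and Vcam1 of 0.14 (-0.18 to 0.47). Within sinusoidal EC-like cells, whose share was higher in the library labelled cKO, Vcam1 had a log2 ratio of 0.17 (0.035 to 0.31) and Kitl of -0.30 (-1.17 to 0.59). Icam1 had 0.33 (-0.20 to 0.85) in arteriolar and 0.10 (-0.26 to 0.47) in sinusoidal EC-like cells, so its interval reached 0 in each. With both subclasses weighted equally the log2 ratio of Vcam1 was 0.17, and with a mean over cells that of Ptn was 0.11 and that of Cxcl12 -0.25. With each library clustered on its own Cxcl12 was at -0.28.

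In osteolineage-like cells Cxcl12 and Vcam1 were lower in the library labelled cKO, while Kitl and Ptn lay close to a ratio of 1. Cxcl12 had a log2 ratio of -0.50 (-0.58 to -0.43), Vcam1 of -0.36 (-0.68 to -0.034), Kitl of 0.0064 (-0.27 to 0.28) and Ptn of -0.11 (-0.33 to 0.11). Within OLC-like cells, which held most of the Cxcl12 UMIs, Cxcl12 went from 4650 to 3345 CPM. In osteoblast-like cells, where it was scarce, it went from 33.8 to 116 CPM, and there Vcam1 (3 and 24 UMIs, log2 ratio 2.65, 0.93 to 5.02) and Kitl (18 and 50 UMIs, 1.12, 0.32 to 1.98) were also higher. With a mitochondrial limit of 10% in place of 20%, Cxcl12 and Vcam1 in osteolineage-like cells turned to log2 ratios of 0.11 and 0.12, and Kitl was at 0.49. Igfbp2 and Igf2bp2, which the study found higher in sorted MSPCs by bulk sequencing, had few UMIs here, and the other genes of its bulk comparison were not looked up. In Lepr-MSPC-like cells Igfbp2 had 17 and 12 UMIs (log2 ratio 0.37, -0.83 to 1.52) and Igf2bp2 had 33 and 17 UMIs (-0.084, -1.02 to 0.80). In arteriolar EC-like cells Igfbp2 had a log2 ratio of -0.69 (-0.99 to -0.40).

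**Figure D3:**
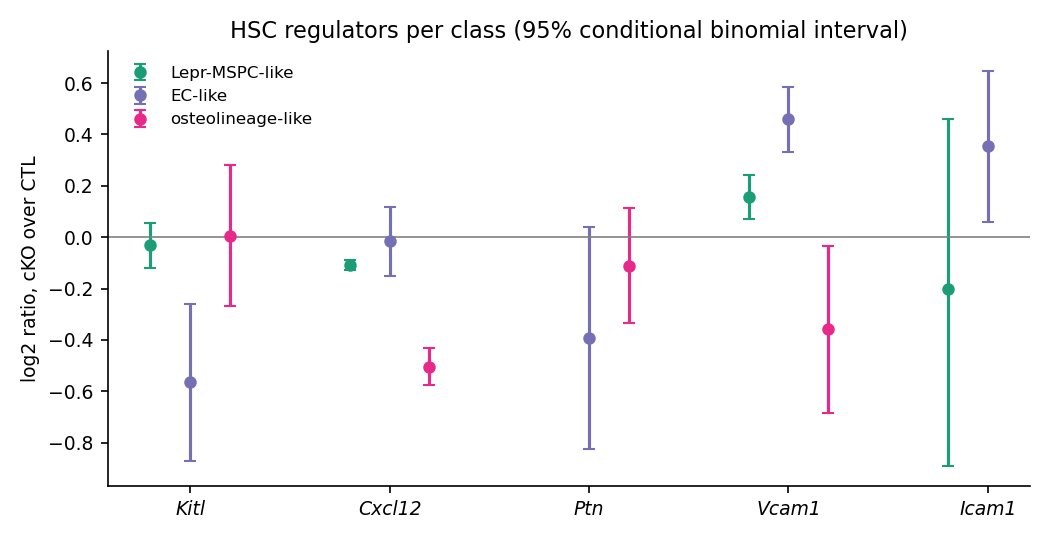
Log2 ratio of the library labelled cKO over the library labelled CTL (vertical axis) for the HSC regulators with at least 50 UMIs in the class, in Lepr-MSPC-like (green), EC-like (purple) and osteolineage-like (pink) cells, with 95% conditional binomial intervals. In Lepr-MSPC-like cells Kitl, Cxcl12 and Vcam1 lie at -0.031, -0.11 and 0.16.

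Many of the genes whose ratio lay farthest from 1 in a niche class differed in the same direction in B lineage-like and megakaryocyte-like cells. Among those higher in the library labelled cKO were Snrpg, Uba52 and the noncoding gene AC160336.1. Snrpg, a core protein of the spliceosome, had log2 ratios of 1.45 (1.21 to 1.69) in Lepr-MSPC-like, 1.63 (1.45 to 1.81) in EC-like and 1.34 in osteolineage-like cells, against 1.28 in B lineage-like and 1.46 in megakaryocyte-like cells. Uba52, which encodes a ubiquitin and ribosomal protein fusion, had 1.5 (1.18 to 1.83), 1.62 and 1.69 (1.54 to 1.85), against 1.51 and 1.70. AC160336.1 had 1.96 (1.62 to 2.31), 2.23 (1.89 to 2.58) and 2.58 (2.26 to 2.91), against 1.66 and 1.93. Ndufa3 of respiratory complex I (1.32 in Lepr-MSPC-like cells), Cox17, a copper chaperone of cytochrome oxidase (1.45 in osteolineage-like cells), Polr2l, a subunit of RNA polymerases (2.12 in EC-like and 1.53 in osteolineage-like cells), Btg3 (1.5) and Snhg9 (2.13) in osteolineage-like cells and the glutathione transferase Gstp1 (1.58 in Lepr-MSPC-like cells) were also higher in B lineage-like and megakaryocyte-like cells.

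Eef1a1, Actg1 and Tpt1 were lower in the library labelled cKO in the same 5 classes. Eef1a1, which brings tRNA to the ribosome, had log2 ratios of -0.79 (-0.90 to -0.69) in Lepr-MSPC-like, -0.84 (-0.90 to -0.79) in EC-like and -0.97 (-1.01 to -0.93) in osteolineage-like cells, against -0.99 in B lineage-like and -1.0 in megakaryocyte-like cells. Actg1, a cytoplasmic actin, had -0.85, -0.77 and -0.86, against -0.85 and -0.62. Tpt1 had -0.73 (-0.82 to -0.63) in Lepr-MSPC-like cells, Eif3m -0.94 (-1.24 to -0.66) and Tspan3 -0.98 in EC-like cells, Eif3e -1.01 (-1.19 to -0.82) in osteolineage-like cells, and Nudcd2 -1.26 and Rsu1 -0.98 in Lepr-MSPC-like cells. Gdpd3 in EC-like cells had 192 and 16 UMIs and a log2 ratio of -3.61 (-4.44 to -2.87), and in megakaryocyte-like cells its log2 ratio was -6.50. Ctsl, a lysosomal protease, had -0.85 in Lepr-MSPC-like, -0.58 in EC-like, -0.94 in osteolineage-like and -0.54 (-1.19 to 0.08) in B lineage-like cells, and 0.34 (-0.21 to 0.89) in megakaryocyte-like cells. With each library clustered on its own, Eef1a1 and Tpt1 in Lepr-MSPC-like cells turned to 0.48 and 0.23, Nudcd2 was at -0.67, and Snrpg and Uba52 were at 2.52 and 3.0. Eef1a1, Uba52, Eif3e, Eif3m and Gstp1 have a near-identical pseudogene transcript, while AC160336.1, Polr2l, Btg3, Snhg9, Gdpd3, Ctsl and Tspan3 were not searched for one.

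The other genes far from a ratio of 1 in a niche class differed by other amounts, or in another direction, in some of the other classes. Ccl19, a chemokine, had a log2 ratio of 1.71 (1.34 to 2.09) in Lepr-MSPC-like cells. Hes1, a target of Notch signalling, had 1.28 (1.08 to 1.47) there, 0.82 in EC-like, 0.79 in osteolineage-like and 1.90 in megakaryocyte-like cells, against -0.56 in B lineage-like cells. The metallothionein Mt1 had 1.43 (1.21 to 1.65) in Lepr-MSPC-like, 1.72 in EC-like, 2.47 (2.33 to 2.62) in osteolineage-like, 0.75 in B lineage-like and 0.74 in megakaryocyte-like cells, and Mt2 had 1.18 in Lepr-MSPC-like and 2.09 (1.73 to 2.47) in osteolineage-like cells. Within osteolineage-like cells Mt1 was at 2.84 in osteoblast-like and 0.26 in OLC-like cells, and with a mean over cells the whole class was at 1.63. Ackr4, a scavenger receptor for Ccl19, had -0.97 (-1.20 to -0.75) in Lepr-MSPC-like and -1.12 in osteolineage-like cells, and Fam69a had -0.99 (-1.26 to -0.73) and -0.87, with -0.70 in megakaryocyte-like cells.

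In osteolineage-like cells Spp1, which encodes osteopontin, had a log2 ratio of -1.41 (-1.43 to -1.39) and Mmp13, a collagenase, -1.01 (-1.09 to -0.94), with -0.23 and -0.57 in Lepr-MSPC-like cells and 2.58 (2.23 to 2.94) and 2.32 in EC-like cells. Mgp, an inhibitor of calcification, had -1.66 (-2.04 to -1.29) in osteolineage-like and -1.29 in EC-like cells, against 0.31 in Lepr-MSPC-like cells. Dkk1, a Wnt inhibitor, had -1.39 (-1.71 to -1.08) in osteolineage-like cells, and Neat1 -1.07 (-1.17 to -0.96) there and -0.39 in EC-like cells. The bone matrix genes Col1a1, Col1a2 and Bglap had log2 ratios of 4.09 (3.78 to 4.43), 3.33 (3.05 to 3.62) and 2.37 (1.83 to 2.94) in EC-like cells, and were also higher in B lineage-like (1.56, 1.43 and 1.77) and megakaryocyte-like cells (1.93, 1.45 and 1.67). The UMIs of these genes were not shown to come from the cells counted. In the library labelled cKO, 10 of 1002 EC-like cells held 80.5% of the 1439 Col1a1 UMIs and 92.3% of the 466 Spp1 UMIs. Without the cells in the top 5% of doublet scores the log2 ratios of Col1a1, Col1a2 and Spp1 in EC-like cells were 1.87, 1.52 and -0.11, and with a mean over cells they were 2.43, 1.92 and 1.15. The histone gene Hist1h2ap had a log2 ratio of 3.05 (2.45 to 3.71) in EC-like cells, or 2.0 without cells with a UMI of the study's contaminant list, and had 2.98 in osteolineage-like, 0.99 in B lineage-like and 2.25 in megakaryocyte-like cells. Plcb1 had -1.29 in EC-like cells, Pon2 -0.96 there, -0.33 in Lepr-MSPC-like and -0.46 in osteolineage-like cells, and Pf4, a platelet chemokine, -1.11 in EC-like cells against 1.36 in Lepr-MSPC-like and 1.20 in megakaryocyte-like cells. In EC-like cells of the libraries labelled CTL and cKO, 10 cells held 75.7% and 53.2% of the Pf4 UMIs and 84% and 66.7% of the Hist1h2ap UMIs. Pf4 in EC-like cells was at -0.77 without the top 5% of doublet scores.

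The gene lists fixed before the data were examined include some whose medians had the same sign in 5 classes and some whose sign differed. The lists described here were picked after their values were seen, and the others follow under other observations. Of 30 translation factors, 25 were lower in Lepr-MSPC-like, 27 in EC-like and 28 in osteolineage-like cells of the library labelled cKO, with median log2 ratios of -0.20, -0.34 and -0.42. These medians lay at percentiles 0.26, 0 and 0 of 10000 random lists of like expression in the class, and the medians in B lineage-like and megakaryocyte-like cells were -0.42 and -0.42. Relative to the same genes in megakaryocyte-like cells, the medians in Lepr-MSPC-like and EC-like cells turned to 0.12 and 0.045. Glycolysis and hypoxia genes had medians of -0.32, -0.27 and -0.49 in the niche classes, with Gapdh at -0.34, -0.49 and -0.67 and Ldha at -0.54, -0.79 and -0.77, against a median of -0.44 in B lineage-like and -0.17 in megakaryocyte-like cells. Relative to megakaryocyte-like cells the medians were -0.018 in Lepr-MSPC-like, 0.017 in EC-like and -0.27 in osteolineage-like cells.

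Immediate early genes, which are switched on within minutes of stimulation and many of which code for transcription factors, as a list had medians above 0 in the niche classes and below 0 in B lineage-like and megakaryocyte-like cells. Of 16 measured members, 14 were higher in EC-like cells (median log2 ratio 0.50, percentile 100) of the library labelled cKO and 15 in osteolineage-like cells (0.26, percentile 100). In Lepr-MSPC-like cells 10 were higher and 5 lower (0.18, percentile 98.2). Fos had log2 ratios of 0.24 (0.12 to 0.37), 0.86 (0.74 to 0.98) and 0.28 (0.22 to 0.35) in Lepr-MSPC-like, EC-like and osteolineage-like cells, and Egr1 had 0.57 in osteolineage-like cells. Within arteriolar EC-like cells the median was 0.098 and within OLC-like cells 0.16. The same list had medians of -0.43 in B lineage-like cells, where 12 of 16 members were lower, and -0.32 in megakaryocyte-like cells, where 10 of 16 were lower. Junb was at -0.57 and -0.63 in these classes, while Fosb was higher in all 5, at 0.18, 0.99 and 0.76 in the niche classes and 0.44 and 0.67 in B lineage-like and megakaryocyte-like cells. Hematopoietic growth factors had medians of 0.067, 0.12 and 0.0066 in the niche classes, where 9 of 16, 6 of 10 and 6 of 11 measured members were higher. Among them Igf1 had 0.11 and Csf1 0.064 in Lepr-MSPC-like cells.

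**Figure D4:**
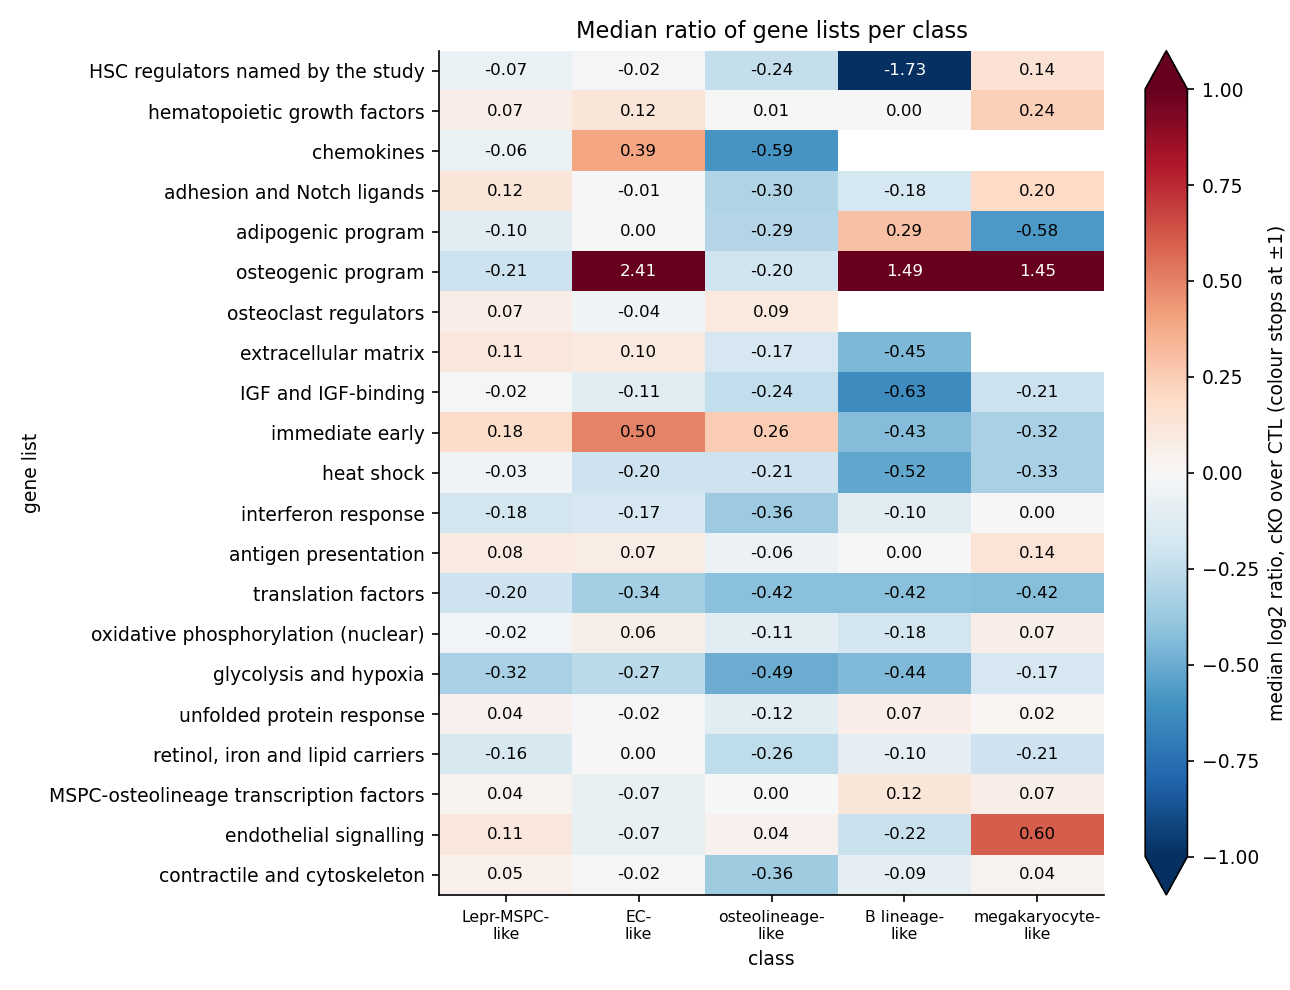
Median log2 ratio of the library labelled cKO over the library labelled CTL for each gene list (vertical axis) in 5 classes (horizontal axis), printed in each cell, blank where fewer than 2 members were measured, with colours that stop at 1 in either direction. Immediate early genes are above 0 in the 3 niche classes, at 0.18, 0.50 and 0.26, and below 0 in the other 2, at -0.43 and -0.32.

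The spread of ratios over all genes gives the size of the differences. The SD of the log2 ratios was 0.342 over 2786 genes in Lepr-MSPC-like cells, 0.370 over 3560 genes in EC-like cells and 0.335 over 3881 genes in osteolineage-like cells. Counting alone would give 0.157, 0.147 and 0.145. Ratios beyond 2-fold in either direction made up 1.01%, 1.18% and 1.0% of these genes. The median log2 ratio was -0.033, -0.046 and -0.139, and edgeR's TMM factors and DESeq2's size factors moved all osteolineage-like ratios up by 0.113 and 0.135. How far mice of 1 genotype differ from each other cannot be read from 1 library per group.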

Values the study reported

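The study reports 14,027 sequenced cells, 6413 from the control and 7614 from the cKO sample, at a mean of 39,451 and 51,660 reads per cell. After its filters and removal of hematopoietic contaminants it analysed 1380 control and 2438 cKO cells. It reports comparable proportions of its clusters in both samples, and separately, by a neighbourhood test, abundances of cell states that did not differ substantially. It finds 11 genes that differ in its main Lepr+ cluster, 23 in sinusoidal and 11 in arteriolar endothelial cells, and it describes Kitl, Cxcl12, Ptn, Vcam1 and Icam1 as equivalent. By bulk sequencing of sorted MSPCs it lists 53 genes that differ, with Igfbp2 and Igf2bp2 higher in cKO cells. By flow cytometry it reports about 2-fold more long-term HSCs and strongly reduced MPP4 cells in cKO marrow. It also reports more membrane-bound stem cell factor on Lepr+ MSPCs and endothelial cells of cKO mice, while Kitl transcripts in Lepr+ MSPCs showed no difference. The Kitl ratios given here are of RNA and do not measure that protein.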

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

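All tests in this part were chosen after the results were seen, except that the expected outcomes for transcript length and for pseudogenes were written before those tests were run.

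The 3 gene lists here are singled out because their median was above 0 and among the highest 2.5% of random lists in 1 cell class, and below 0 and among the lowest 2.5% in another, and none of these differences was tested, since each rests on 1 library per group. The chemokine list had a median log2 ratio of 0.39 in EC-like cells, where Cxcl10 was at 1.71, and -0.59 in osteolineage-like cells, where 3 members were measured. The osteogenic program had a median of 2.41 in EC-like, 1.49 in B lineage-like and 1.45 in megakaryocyte-like cells, against -0.21 in Lepr-MSPC-like cells. In EC-like cells it rests in part on few cells, since 10 of 1002 held 80.5% of the Col1a1 UMIs in the library labelled cKO, and it was 1.43 without the top 5% of doublet scores, 1.54 with means over cells and 1.64 without cells with a contaminant UMI. Whether the osteogenic transcripts in EC-like, B lineage-like and megakaryocyte-like cells came from the cells counted was not tested. Over both libraries Bglap had 527642 UMIs in osteoblast-like cells, against 174 in B lineage-like and 193 in megakaryocyte-like cells. Immediate early genes had medians of 0.18 in Lepr-MSPC-like, 0.50 in EC-like and 0.26 in osteolineage-like cells, against -0.43 in B lineage-like and -0.32 in megakaryocyte-like cells.

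The first pattern weighed is that gene ratios were shared by the 5 cell classes compared, the 3 niche classes and B lineage-like and megakaryocyte-like cells. A response of niche cells alone is argued against, since the Spearman correlation across genes between Lepr-MSPC-like cells and B lineage-like or megakaryocyte-like cells was at least 0.5988 (genes are not independent replicates). This correlation restates the pattern, which is defined by sharing with those classes, so it is not separate evidence. Transcript length and reads shared with pseudogenes as the whole cause are argued against too, since the correlation between Lepr-MSPC-like and megakaryocyte-like cells, 0.645 over 1920 genes, was 0.593 with the trend in length removed and 0.6293 among 1806 genes without a near-identical pseudogene transcript, against 0.840 among 113 genes with one, which include Eef1a1, Uba52, Eif3e, Eif3m and Gstp1. What stays open is a difference in preparation or sequencing of the libraries and a difference between the mice, genotype included, which cannot be told apart with 1 library per group, and the lowest correlation among 10 pairs of classes was 0.5723. By the study's values the library labelled cKO had more reads per cell, yet its passing cells had a median of 2794 UMIs against 5648.5. Its lower UMI counts thus did not come with fewer reads, and whether this bears on the shared ratios was not tested. With these causes open, a ratio seen in a niche class may say little about the niche unless it goes beyond the same gene's ratio in other classes.

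The second pattern is the higher Cxcr4 in the library labelled cKO. Another mix of the B lineage-like clusters is argued against, since the lowest log2 ratio within such a cluster was 1.287 (1.02 to 1.56). Another mix of B lineage stages inside a cluster stays open, since ratios per cluster cannot show it. Free RNA is argued against for B lineage-like cells alone, since Cxcr4 in those cells of that library was 50.57 times its level in megakaryocyte-like cells. For other classes free RNA stays open, since this comparison does not cover them. In that library Cxcr4 was at 62.8 CPM in EC-like, 13.4 CPM in Lepr-MSPC-like and 31.7 CPM in megakaryocyte-like cells. Exchanged labels stay open, since Cxcr4 goes against the labels, while the cluster with Flt3 and Dntt, expected to be depleted in cKO marrow from the study's account of lymphoid progenitors, held a share 5.114 times as high in the library labelled CTL, but the largest erythroid-like cluster divides by library to a similar degree, so this share is not read as evidence for the labels. The other neutrophil or precursor-like and B lineage-like clusters, which the study's account would have reduced in cKO marrow, were not clearly lower. Neutrophil or precursor-like cells made up 7.26% (442, CTL) and 3.03% (222, cKO) of passing cells, of which the cluster with Flt3 and Dntt held 381 and 76. The clusters of this class led by Retnlg and Camp were higher in the library labelled cKO. Their shares of hematopoietic-like cells had ratios of 2.39 (1.587 to 3.599) and 2.299 (1.491 to 3.544). B lineage-like cells made up 9.49% (578) and 11.8% (863) of passing cells. Among hematopoietic-like cells, the B lineage-like cluster led by Igll1 and Vpreb1 held 4.03% and 3.30%, a ratio of 0.820 (0.664 to 1.01). The one led by Iglc1 and Ly6d held 8.70% and 15.3%, a ratio of 1.76 (1.57 to 1.98). A biological rise of Cxcr4 transcripts was not tested, and tags left by the deletion would not by themselves raise Cxcr4. Cxcr4 was also higher in EC-like cells (log2 ratio 1.16), where its UMIs were not shown to come from the cells counted.

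The third pattern is droplets that hold both Lepr-MSPC and hematopoietic RNA. Doublets formed by chance are argued against as the whole source, since Lepr-MSPC-marked cells held hematopoietic RNA at least 1.956 times as often as EC-marked cells in both libraries and at both score thresholds (17.1%, 14.3 to 20.3, against 5.41%, 3.46 to 8.01, in the library labelled CTL at the higher one). The mixed cluster did have the depth and doublet scores of droplets with more than 1 cell, with medians of 10976 and 4504 UMIs and scores of 0.177 and 0.134 against 3359 and 1634.5 UMIs and 0.0244 and 0.0211 in Lepr-MSPC-like cells, and without the top 5% of scores it held 29 and 88 cells. Free Lepr-MSPC RNA stays open, since Cxcl12 in the mixed cluster was at least 106.5 times its level in megakaryocyte-like cells but the cluster was chosen by its Lepr-MSPC genes. Attachment of hematopoietic cells to Lepr-MSPCs that needs Cxcr4 stays open too, since the share of mixed cells among Lepr-MSPC-like plus mixed cells was 1.318 times as high in the library labelled cKO (25.8%, 22.8 to 28.9, against 19.6%, 16.6 to 22.8), in a library where Cxcr4 was not seen to be reduced, but this depends on the clustering, as Lepr-MSPC-marked cells with hematopoietic RNA made up 19.8% (CTL) and 20.8% (cKO) at the lower threshold and 17.1% and 16.2% at the higher one, and each library clustered on its own gave 211 and 0 mixed cells.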

How the results depend on the processing

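The tests chosen after the results were seen are the removal of the top 5% of doublet scores, both other uses of the mixed cluster, equal weights for subclasses, and ratios relative to the class median or to the same gene in megakaryocyte-like cells. No paired analysis was possible because each group holds 1 library and no test was made. Of the values of the main results under alternatives, 714 stayed within the interval of the reported value, 114 moved out of it, and 22 reversed, which here means a change of sign of a value whose interval left out 0. Where the interval reached 0, a change of sign is not counted as reversed, and it occurred in 66 of the 714 and 18 of the 114. For genes named among many the numbers were 600, 53 and 3, with no further change of sign. A value said below to cross 0 is one of the 18. With CPM of all UMIs, with the few Scrublet calls removed and with at least 1000 UMIs per cell, all results recomputed under them stayed so, but 2 cells removed per library make the second nearly empty. Unless stated, the cause was not tested. Shares and sums in the library labelled cKO rest on shallower cells, and Ptn, Icam1, Igfbp2 and Igf2bp2 in Lepr-MSPC-like cells are limited by their UMI counts. List values below are median log2 ratios, and gene values are log2 ratios.

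A mitochondrial limit of 10% left 5974 (CTL) and 7223 (cKO) cells and a smaller OLC-like class. In osteolineage-like cells Kitl then moved to 0.49, while Cxcl12 and Vcam1 reversed to 0.11 and 0.12. Lists that reversed there were HSC regulators (0.12), adipogenic program (0.018) and extracellular matrix (0.026). Those that moved were chemokines (-0.34), osteogenic program (-0.13) and IGF and IGF-binding (-0.021), while antigen presentation (0.066) and MSPC-osteolineage transcription factors (0.18) crossed 0.

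The share of hematopoietic-like cells was 73.4% (CTL) and 55.9% (cKO) when any UMI of the study's contaminant list defined them. It was 76.1% and 64.8% without the top 5% of doublet scores, and 76.7% and 66.0% with the mixed cluster counted in, by construction.

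Removal of the top 5% of doublet scores moved Cxcl12 in osteolineage-like cells to -0.62 and reversed Spp1 in EC-like cells to -0.11, with Col1a1 and Col1a2 at 1.87 and 1.52. In Lepr-MSPC-like cells the osteogenic program moved to -0.28 and immediate early genes to 0.24. In EC-like cells heat shock reversed to 0.12, and the osteogenic program (1.43), immediate early (0.71) and contractile and cytoskeleton (-0.13) moved, and extracellular matrix (-0.099) crossed 0.

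Clustering each library on its own gave no mixed cluster in the library labelled cKO, so its mixed cells entered the Lepr-MSPC-like class. The log2 ratios of shares moved to -0.26 for Lepr-MSPC-like, 0.013 for EC-like and 0.17 for osteolineage-like cells. In Lepr-MSPC-like cells Kitl and Cxcl12 moved to -0.45 and -0.50, and Vcam1 (-0.25), Eef1a1 (0.48) and Tpt1 (0.23) reversed. Snrpg and Uba52 moved to 2.52 and 3.0 there. Cxcl12 moved to -0.28 in EC-like and -0.84 in osteolineage-like cells.

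Resolution 2.0 moved the log2 ratio of the fibroblast-like share to 2.86. Cxcl12 in Lepr-MSPC-like cells moved to -0.14 at resolution 0.5, to -0.14 with the mixed cluster counted in, to -0.15 without any cell with a contaminant UMI and to -0.075 relative to the class median. In osteolineage-like cells Cxcl12 moved to -0.64 without cells with a contaminant UMI and to -0.37 relative to the class median.

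Leaving out cells with a contaminant UMI also moved HSC regulators (-0.12) and translation factors (-0.15) in Lepr-MSPC-like cells. It moved the osteogenic program (1.64) and immediate early (0.66) in EC-like cells, where antigen presentation (-0.023) crossed 0, and immediate early (0.34) in osteolineage-like cells.

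Means over cells, which weigh shallow cells as much as deep ones, moved Cxcl12 (-0.25), the osteogenic program (1.54) and immediate early (0.60) in EC-like cells, where Ptn (0.11) and extracellular matrix (-0.064) crossed 0. In osteolineage-like cells they moved the osteogenic program (-0.10), osteoclast regulators (0.41), IGF and IGF-binding (-0.36), heat shock (-0.10), translation factors (-0.29) and oxidative phosphorylation (-0.033). Glycolysis and hypoxia (-0.27), retinol, iron and lipid carriers (-0.31) and the SD (0.372) moved there as well.

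Equal weights for subclasses moved Vcam1 in EC-like cells to 0.17, as the sinusoidal share then no longer counts. In osteolineage-like cells the unfolded protein response reversed to 0.036, and osteogenic program (-0.16), immediate early (0.19), heat shock (-0.12) and translation factors (-0.34) moved, while antigen presentation (0.14) crossed 0.

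The TMM factors shift all osteolineage-like ratios by 0.113, which moved Cxcl12 to -0.39 and reversed oxidative phosphorylation to 0.00187. They moved osteogenic program (-0.084), extracellular matrix (-0.058), immediate early (0.37), heat shock (-0.095), translation factors (-0.30) and unfolded protein response (-0.0034). The DESeq2 factors shift these ratios by 0.135, which moved Cxcl12 to -0.37 and reversed oxidative phosphorylation (0.024) and unfolded protein response (0.019). They moved osteogenic program (-0.062), extracellular matrix (-0.036), IGF and IGF-binding (-0.11), immediate early (0.39), heat shock (-0.072) and interferon response (-0.23). Translation factors (-0.28) and contractile and cytoskeleton (-0.22) moved too, and antigen presentation (0.074) crossed 0.

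Ratios relative to the same gene in megakaryocyte-like cells drop members not measured there. In Lepr-MSPC-like cells adipogenic program (0.28), translation factors (0.12) and retinol, iron and lipid carriers (0.11) reversed. HSC regulators (-0.30), osteogenic program (-0.79), immediate early (0.50), glycolysis and hypoxia (-0.018) and the SD (0.373) moved. Adhesion and Notch ligands (-0.44), IGF and IGF-binding (0.30), heat shock (0.30) and antigen presentation (-0.090) crossed 0. In EC-like cells heat shock (0.22), translation factors (0.045) and glycolysis and hypoxia (0.017) reversed. Adhesion and Notch ligands (0.14), IGF and IGF-binding (0.21), antigen presentation (-0.033) and oxidative phosphorylation (-0.049) crossed 0. Adipogenic program (0.45), osteogenic program (1.29) and immediate early (0.78) moved. Retinol, iron and lipid carriers (0.14), endothelial signalling (-0.67), contractile and cytoskeleton (-0.15) and the SD (0.354) moved there too. In osteolineage-like cells adipogenic program (0.26), heat shock (0.050), unfolded protein response (0.031) and retinol, iron and lipid carriers (0.20) reversed. HSC regulators (-1.15), adhesion and Notch ligands (-1.10), osteogenic program (-1.30), IGF and IGF-binding (-0.016), immediate early (0.68), translation factors (-0.031), oxidative phosphorylation (-0.19) and glycolysis and hypoxia (-0.27) moved.

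With at least 1 UMI per member, more and scarcer members count. In osteolineage-like cells adhesion and Notch ligands reversed to 0.053, and chemokines (-0.31) and heat shock (-0.15) moved. In EC-like cells contractile and cytoskeleton moved to -0.14, and hematopoietic growth factors crossed 0 to -0.22, as contractile and cytoskeleton did in Lepr-MSPC-like cells (-0.21). With at least 1000 UMIs per gene the SD moved to 0.329, 0.431 and 0.359 in Lepr-MSPC-like, EC-like and osteolineage-like cells, over 347, 519 and 705 genes.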

Other observations

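No test was made in this part, and all of its comparisons between cell classes and of single members were chosen after the values were seen. The remaining gene lists are given as median log2 ratios in Lepr-MSPC-like, EC-like and osteolineage-like cells, in this order. The adipogenic program had -0.10, 0.00078 and -0.29, with Apoe at -0.25, -0.18 and -0.26 and, in Lepr-MSPC-like cells, Hp at -0.32 and Lpl, the lipoprotein lipase, at -0.21. The osteogenic program had -0.21, 2.41 and -0.20, and within osteolineage-like cells Bglap, which encodes osteocalcin, was at 0.68 and Col1a1 at 0.32 while Sparc was at -0.43. Extracellular matrix genes had 0.11, 0.096 and -0.17, with Dcn at -0.69 and Lum at -0.38 in osteolineage-like cells and Col4a1 at 0.26 in EC-like cells. Chemokines had -0.064, 0.39 and -0.59, with Cxcl14 at -0.16, 0.39 and -0.59. Adhesion and Notch ligands had 0.12, -0.0060 and -0.30, and HSC regulators as a list -0.070, -0.016 and -0.24. MSPC-osteolineage transcription factors had 0.035, -0.073 and -0.0027, with Ebf1 at 0.32 and Ebf3 at 0.17 in Lepr-MSPC-like cells. Endothelial signalling had 0.11, -0.075 and 0.040, with Plvap at -0.25 and Kdr at -0.16 in EC-like cells. Osteoclast regulators had 0.067, -0.043 and 0.094, and IGF and IGF-binding genes -0.021, -0.11 and -0.24, with Igfbp5 at -0.23, -0.45 and -0.25.

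Interferon response genes had -0.18, -0.17 and -0.36, and antigen presentation genes 0.079, 0.071 and -0.062, with H2-K1 at -0.13, -0.18 and -0.28. Heat shock genes had -0.032, -0.20 and -0.21, against -0.52 in B lineage-like cells, with Hsp90aa1 at -0.56 in Lepr-MSPC-like and -0.45 in osteolineage-like cells. Nuclear oxidative phosphorylation genes had -0.023, 0.060 and -0.11, though the small subunits Atp5e and Cox8a were at 0.81 and 0.36 in Lepr-MSPC-like and 0.60 and 0.21 in osteolineage-like cells. The unfolded protein response had 0.041, -0.021 and -0.12, with Hspa5 at -0.25 and Pdia6 at -0.50 in Lepr-MSPC-like cells. Retinol, iron and lipid carriers had -0.16, 0.00053 and -0.26. Contractile and cytoskeleton genes had 0.049, -0.016 and -0.36, with Actb at 0.50, 0.45 and 0.47, Tmsb10 at 1.10, 0.83 and 0.77 and Actg1 at -0.85, -0.77 and -0.86.

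Genes listed beforehand as free hematopoietic RNA did not differ in 1 direction, and their UMIs were not shown to be free RNA, since S100a8 in the library labelled CTL was at 237 CPM in Lepr-MSPC-like cells and 7.5 CPM in EC-like cells. The neutrophil genes S100a8 and S100a9 had log2 ratios of 5.01 (12 and 393 UMIs) and 3.92 (24 and 368) in EC-like cells and 2.86 and 2.58 in osteolineage-like cells, against -2.42 (421 and 43) and -2.50 (488 and 47) in Lepr-MSPC-like cells. The hemoglobin gene Hbb-bs had -1.02, -0.74 and -0.51 in Lepr-MSPC-like, EC-like and osteolineage-like cells. In the mixed cluster the erythroid gene Car1 was at 2301 CPM (CTL) and 810 CPM (cKO), and the megakaryocyte gene Pf4 at 365 and 877 CPM, against 33.8 and 86.8 CPM in Lepr-MSPC-like cells. A UMI of the study's contaminant list was found in 91.4% and 78.6% of hematopoietic-like cells, 81.7% and 56.9% of mixed cells and 15.1% and 13.7% of niche cells.

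Both libraries carried Y-linked transcripts, with 585 and 521 Ddx3y UMIs in niche cells against 7 and 5 Xist UMIs. The Y-linked gene Eif2s3y had 213 and 14 UMIs in B lineage-like cells, a log2 ratio of -3.81 (-4.70 to -3.03), against -0.65 (-0.87 to -0.43) in all niche cells. In B lineage-like cells Ddx3y had -1.21 (-1.65 to -0.79), Uty -0.74 (-1.56 to 0.044) and Kdm5d -0.88 (-1.67 to -0.13). In all niche cells these genes had -0.16, 0.21 and -0.013. The study states that its Flk2-cre transgene sits on the Y chromosome. Whether the B lineage-like cells of the library labelled cKO, where Cxcr4 was higher, carried the transgene was not tested.

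The bone matrix transcripts in EC-like cells of the library labelled cKO lay mostly in few cells, except for Bglap. The top 10 EC-like cells held 80.5% of the Col1a1 and 81.5% of the Col1a2 UMIs in that library, against 26.5% and 38.4% in the library labelled CTL, while the 178 Bglap UMIs lay in 159 cells.

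The stated quality limits and the naming of clusters left 1421 niche cells in the library labelled CTL and 2495 in the library labelled cKO, out of 6092 and 7335 passing cells. The study's counts, given among the values it reports, are out of 6413 and 7614 barcodes and follow another rule for removing hematopoietic cells, so no direction is given.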
